A study of Mus musculus with 18 samples. Its data were reported in "Tumour-associated high endothelial venules drive portal-specific immune evasion in lymph nodes via ALOX12" (2026).

How the data were processed

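RNA was sequenced from 18 mouse libraries in 6 groups of 3. Of these, 12 came from endothelial cells sorted from mice: blood vessel endothelial cells (BECs) of the mammary fat pad, BECs of EO771 tumours grown there, high endothelial cells (HECs) of inguinal lymph nodes of mice without tumours, and HECs of inguinal lymph nodes of mice with tumours, whose tissue the labels call lymph node metastases. The groups are called BEC normal, BEC tumour, HEC normal and HEC tumour. The other 6 libraries came from cultured EO771 cells, a mouse breast cancer line, given vehicle or 12-HETE, the lipid that the enzyme ALOX12 makes from arachidonic acid. The labels give no sequencing batch or date and do not say that equal replicate numbers belong to 1 mouse, so replicates were treated as unpaired.

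For the endothelial libraries, the authors aligned reads to the mouse genome with STAR and counted fragments per gene with featureCounts. The deposited endothelial values were used as estimated counts per gene, because they are whole numbers whose low values pile up in steps of about 3.73 in all 12 libraries, so 1 unit is not 1 fragment. Dividing the endothelial totals by the step left between 15.1 and 21.3 M per library. The period of the steps was searched between 3 and 5, a limit set after a wider search had settled on a multiple of it in some libraries. For the EO771 libraries, the authors deposited raw counts named by gene symbol, with no steps in the values. The methods describe removal of duplicate reads for an analysis of RNA editing. For expression they refer back to the standard process, whose description names no such removal. They do not state outright whether duplicates were removed for these counts. The library kit is named differently in the methods of the study and in the labels. The labels and methods do not say whether counting used the strand of the reads, so values of genes whose exons overlap another gene are uncertain.

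Total values per library ran from 56.4 to 79.4 M in the endothelial table and from 17.3 to 18.6 M in the EO771 table. The endothelial table names genes by Ensembl identifier, of which 260 had no match in the reference annotation. The EO771 table names genes by symbol, 298 of its symbols had no match, 33 symbols stood on more than 1 line, and 24 symbols had been turned into dates. Coordinates are from the GRCm38 assembly, the build that the methods name. Lines with a mean value of at least 10 over the libraries of a table were tested, which left 18511 endothelial and 11602 EO771 genes. A value of 3 was taken as the largest that a true value of 0 allows, and folds against groups at or under it are lower bounds. This limit and all errors cover counting and replicate variation only, since reads without molecular identifiers are not independent molecules.

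Groups were compared with DESeq2 1.42.0 in R 4.3.3, with a two-sided Wald test and Benjamini-Hochberg adjustment over the genes tested. One fit held all 12 endothelial libraries with group as the only term, and a second fit held the 6 EO771 libraries. A gene was called when its adjusted p was under 0.05 and its fold change was over 2, a log2 fold change over 1 in size. The endothelial fit gave HEC normal against BEC normal, HEC tumour against BEC tumour, HEC tumour against HEC normal, BEC tumour against BEC normal, and the interaction, which is the change with tumour in HECs less that in BECs. Genes called higher in the first 3 of these comparisons were ranked by Fisher's combination of their p-values. An adjusted p of 0 is one too small for the software to represent. Levels are DESeq2 normalised counts, given as mean ± SD over 3 libraries, and log2 fold changes are given ± SE. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1.

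Gene lists were tested in the EO771 comparison with fgsea 1.28.0 on the Wald statistic, adjusted over 4 lists: type I interferon, type II interferon, cell cycle and cholesterol biosynthesis. The interferon lists share 79 genes. The same lists were tested with camera, at a preset correlation of 0.01, and fry on voom values in limma 3.58.1. Marker lists for platelets, keratinocytes, epithelium, T cells, B cells, myeloid cells, fibroblasts and pericytes, lymphatic endothelium, adipocytes, endothelium in general and high endothelium were summed as CPM, the usual scaling of counts to library size. A second myeloid list and a list of 4 Y-linked genes were added later, after other results had been seen. Interferon-stimulated genes that the study names for these libraries formed a further list, which was chosen on these samples and is not independent evidence.

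The comparisons, tests, thresholds, gene lists other than those added later, alternatives other than those named below as added, and the genes to be named were chosen before the data were examined. The genes named were those of 3 fixed lists; the first 5 of the ranked intersection; and, for each comparison of 2 groups, the 3 higher and the 3 lower genes with the largest Wald statistic among genes past both thresholds whose normalised counts did not overlap between the groups. Some of the genes that this rule picks are not reported here. Any other gene was chosen after its values were seen, which is said where it is named.

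The alternatives were edgeR 4.0.16 quasi-likelihood tests with TMM factors, TMM factors in DESeq2, no filter, a filter of at least 10 in at least 3 libraries, calls by adjusted p alone, a DESeq2 test against a log2 fold change of 1, replicate number as a block, the libraries of the compared groups alone, genes ranked by log2 fold change for the list tests, and each library left out in turn. Dividing each endothelial library by its step, and all alternatives for the interferon lists in HECs, were added after the data had been seen. Other splits of the libraries into groups of the same sizes were counted.

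Both tests were tested on simulated data with 200 changed genes. In counts simulated from the endothelial table, DESeq2 called 192 of the 200 and also 27 of 17593 unchanged genes, more than the nominal rate allows among the calls, and edgeR called 184 and 3. In counts simulated from the EO771 table both called all 200, with 2 and 1 of 11246 unchanged genes. An imposed shift of the 37 cell cycle genes simulated was found and none of the 3 lists left in place was called.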

Results

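Transcript levels were measured by RNA sequencing in 18 mouse libraries in 6 groups of 3. The 12 endothelial libraries cover BECs of the mammary fat pad (BEC normal), BECs of EO771 tumours (BEC tumour), and HECs of inguinal lymph nodes of mice without (HEC normal) and with tumours (HEC tumour). HECs line the high endothelial venules, the vessels by which lymphocytes enter lymph nodes. The labels give lymph node metastases as the tissue of HEC tumour, so its nodes may have held tumour cells. The 6 other libraries are EO771 cells given vehicle or 12-HETE. Total values per library averaged 68.4 ± 9.07 M in BEC normal, 76.3 ± 3.65 M in BEC tumour, 68.6 ± 2.35 M in HEC normal and 60.2 ± 4.86 M in HEC tumour (SD, n = 3 each). In EO771 they averaged 18 ± 0.647 M with vehicle and 18.3 ± 0.486 M with 12-HETE (SD, n = 3 each). Between 20516 and 22818 genes were detected per endothelial library and between 14066 and 14905 per EO771 library. The endothelial values rise in steps of about 3.73, so their totals are not numbers of fragments.

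On variance-stabilised values the first principal component held 59.9% of the variance among endothelial libraries and the second 20.4%. These set apart BEC normal, BEC tumour and the HEC libraries, while HEC normal and HEC tumour lay close on both and separated on the third component, which held 7.6%. Among genes with a mean normalised count over 1000, the median coefficient of variation was 7.87% in BEC normal, 6.51% in BEC tumour, 5.38% in HEC normal and 4.85% in HEC tumour. It was 9.996% in EO771 vehicle and 2.86% in EO771 12-HETE libraries. In EO771 the first component held 84.9% of the variance and separated vehicle from 12-HETE.

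**Figure D1:**
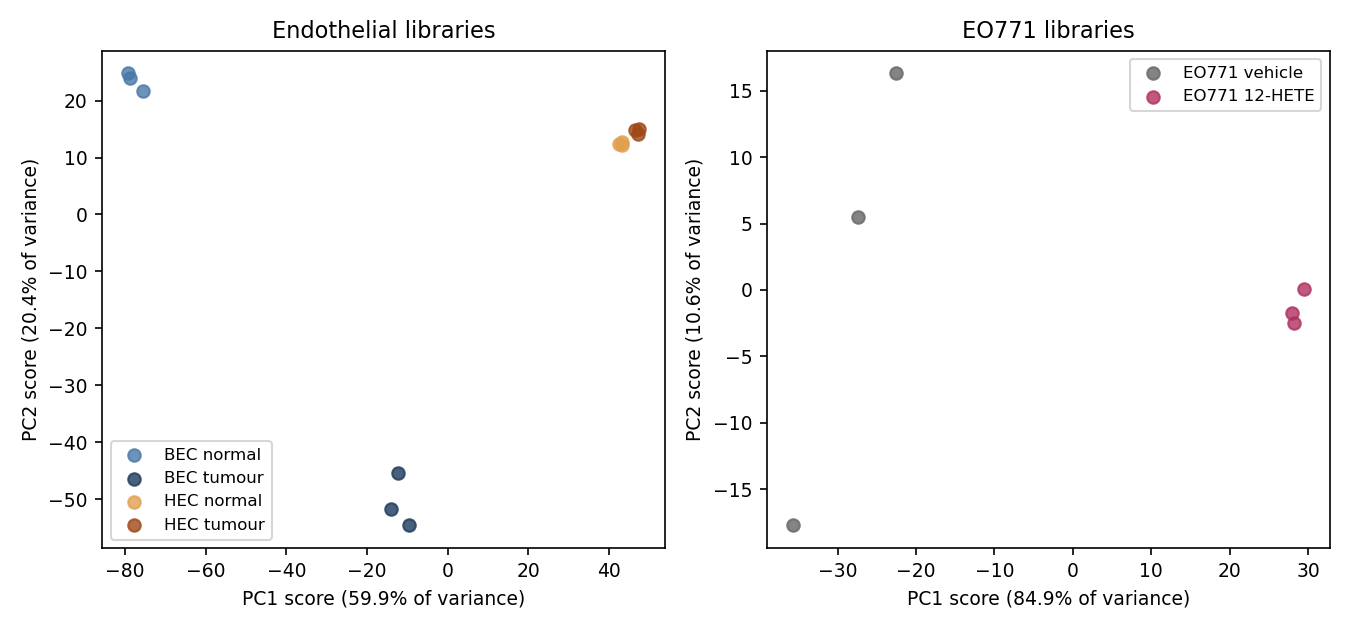
Principal components 1 and 2 of variance-stabilised values, with 1 point per library and colours for groups, for the endothelial and the EO771 libraries. The axes give each component's share of the variance, 59.9% and 20.4% in the endothelial libraries and 84.9% and 10.6% in EO771.

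The first question was which genes set HECs apart from BECs. The cell types came from different tissues, so cell type and tissue cannot be separated. Between HEC normal and BEC normal, 3165 genes were higher and 2800 lower in HECs among 18511 tested. By ratio, the test against a log2 fold change of 1 moved the higher count most, to 1636, and a call by adjusted p alone moved the lower count most, to 5902. In 3002 of the higher and 2736 of the lower genes the libraries of the groups did not overlap, where chance gives 10% of genes that no test has selected. Called genes are selected, so the 10% is no reference for them. Between HEC tumour and BEC tumour, 2081 genes were higher and 1975 lower, of which 2003 and 1903 did not overlap.

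The genes with the largest Wald statistics that were higher in HEC normal than in BEC normal were Rgs16 (log2 fold change 3.03 ± 0.04), Tnfrsf26 (3.93 ± 0.05) and Atg9b (6.89 ± 0.10). The lower ones were Fbln2 (−8.82 ± 0.15), Bgn (−7.88 ± 0.15) and Mcam (−3.41 ± 0.06). All 6 had adjusted p-values too small to represent. Exons of Rgs16, Tnfrsf26, Atg9b and Mcam overlap another gene, so part of their values may belong to it. Marker genes of fibroblasts and pericytes summed to 892 CPM in BEC normal and 26.9 CPM in HEC normal. RNA of such cells in BEC normal may thus contribute to genes lower in HECs, which was not tested. Between HEC tumour and BEC tumour, the largest statistics among higher genes belonged to Rgs16 (2.92 ± 0.04), Alox12 (11.11 ± 0.21) and Cyp26b1 (5.53 ± 0.11). Among lower genes, Ogdh (−1.92 ± 0.05) and Insig1 (−2.19 ± 0.06) had the largest.

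The second question was how each cell type differs when a tumour is present. For HECs this includes the presence of metastases in the nodes, which these groups do not separate from a tumour elsewhere. In HECs 848 genes were higher and 595 lower in HEC tumour than in HEC normal, of which 752 and 502 did not overlap. Among the higher genes with the largest statistics were Srsf6 (1.33 ± 0.05, adjusted p 1.97e-138) and Srsf2 (1.52 ± 0.07, adjusted p 1.01e-108). Those among lower genes were Ifit3, Ifit3b and Oas3, which interferons induce. Ifit3 fell by 2.98 ± 0.06 on the log2 scale, from 64421 ± 2436 to 8148 ± 257 normalised counts (SD, n = 3), Ifit3b by 2.83 ± 0.07 and Oas3 by 3.00 ± 0.10. Ifit3 and Ifit3b are near copies, so reads may be exchanged between them. Exons of Srsf2 overlap Mettl23 and Mfsd11.

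In BECs 2300 genes were higher and 2005 lower in BEC tumour than in BEC normal, of which 2185 and 1945 did not overlap. BECs of tumours and of the fat pad come from different tissues as well as from different states. From BEC normal to BEC tumour, the marker sum of fibroblasts and pericytes went from 892 to 113 CPM. That of myeloid cells went from 124 to 2125 CPM, so RNA of such cells may be part of the changes. The higher genes with the largest statistics were Lncenc1 (7.11 ± 0.11), Tnfrsf26 (3.22 ± 0.05) and AI506816 (1.87 ± 0.03), and the lower ones were Nptx1 (−2.49 ± 0.05), Mmp15 (−6.68 ± 0.14) and Mcam (−2.86 ± 0.06). The change with tumour was tested for a difference between the cell types. This interaction passed both thresholds in the positive direction for 2069 genes and in the negative direction for 2240.

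The third question was which genes were both higher in HECs than in BECs and higher in HECs when a tumour is present. Of the 848 genes higher in HEC tumour than in HEC normal, 106 (12.5%) were among the 1143 genes higher in HECs than in BECs in both states. The count would be 52.4 if the lists were independent, and the lists share libraries. In 20 simulations in which HEC tumour and HEC normal had the same means, the count had a median of 0 and a maximum of 2. With no true change, these show only what false calls alone would give. They do not show how far shared libraries move the count from 52.4. The alternative that moved it most by ratio was the test against a log2 fold change of 1, which left 3 genes, and a call by adjusted p alone gave 640. With edgeR it was 68, all among the 106. Of the 106, 47 have names of predicted genes. The first 5 by Fisher's combination were Alox12, Cyp26b1, Krt80, Gsta1 and Gm3776, and all 5 were in the intersection under every alternative but calls against a log2 fold change of 1, where Alox12, Gsta1 and Gm3776 dropped out.

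Alox12 (ENSMUSG00000000320), which encodes arachidonate 12-lipoxygenase and is the gene the study took forward, lies on chromosome 11 from 70241457 to 70255353 on the minus strand of GRCm38. It had 72331 ± 1411 normalised counts in HEC tumour, 24900 ± 613 in HEC normal, 32.3 ± 19.2 in BEC tumour and 73.9 ± 9.08 in BEC normal (SD, n = 3 each). Its log2 fold change between HEC tumour and HEC normal was 1.54 ± 0.16 (adjusted p 2.72e-21), and alternatives gave 1.51 to 1.55. An exact permutation test of these 6 libraries gave the smallest two-sided p the design allows, 0.1. The log2 fold change to BEC normal was 8.39 ± 0.18 in HEC normal. In BECs Alox12 fell with tumour by 1.19 ± 0.23 on the log2 scale (adjusted p 9.31e-07). Without BEC tumour replicate 1 this change was −0.78 and no longer past a log2 fold change of 1. In the 6 EO771 libraries Alox12 had between 0 and 4 counts.

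Cyp26b1 (ENSMUSG00000063415), on chromosome 6 from 84571414 to 84593908, had 6947 ± 67 normalised counts in HEC tumour and 2060 ± 55.9 in HEC normal, a log2 fold change of 1.75 ± 0.09 (adjusted p 3.22e-79). Its levels were 151 ± 19.8 in BEC tumour and 358 ± 43.4 in BEC normal. Krt80 (ENSMUSG00000037185), on chromosome 15 from 101347444 to 101370162, had 21940 ± 2020 in HEC tumour and 8182 ± 215 in HEC normal, a log2 fold change of 1.42 ± 0.08 (adjusted p 3.16e-68). It rose more in BECs, from 320 ± 29.1 to 7327 ± 92.4, and its exons overlap Gm35853. Gsta1 (ENSMUSG00000074183) and Gm3776 (ENSMUSG00000111709), neighbouring paralogs on chromosome 9, rose in HECs by log2 fold changes of 1.31 ± 0.13 and 1.30 ± 0.13 and in BECs by 2.97 ± 0.19 and 3.26 ± 0.20.

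**Figure D2:**
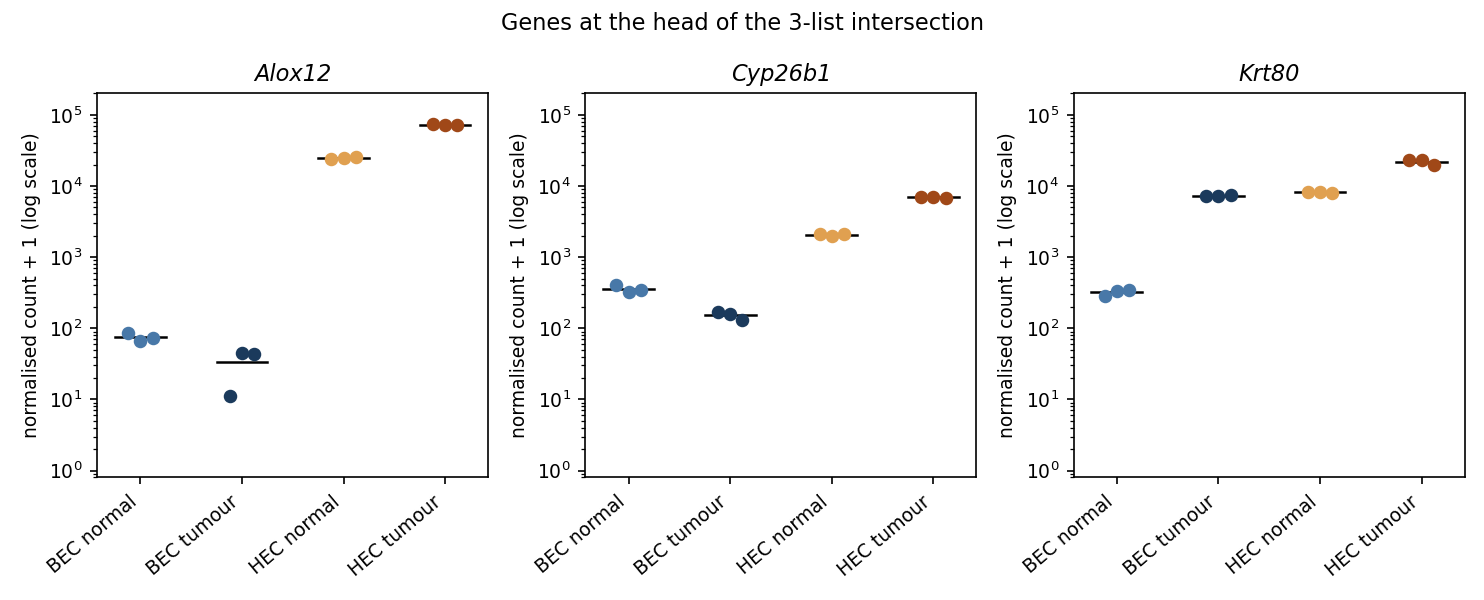
Normalised counts plus 1, on a log scale, of Alox12, Cyp26b1 and Krt80 in the 4 endothelial groups, with 1 point per library and a line at each group's mean. Mean Alox12 was 24900 in HEC normal and 72331 in HEC tumour, against 73.9 and 32.3 in BEC normal and BEC tumour.

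The genes fixed beforehand included markers of the cell types. The symbol Gsta13 was also fixed, but the reference annotation does not hold it, so it was not matched to an identifier. Glycam1 had 39851 ± 638 normalised counts in HEC normal and 70725 ± 954 in HEC tumour (SD, n = 3 each) and 0 in all BEC libraries, so it was at least 13284-fold and at least 23575-fold higher in HECs. These bounds take 3 deposited units as the floor, and are about 3.73 times lower if each step of the values is 1 fragment. The log2 fold change of Glycam1 between HEC tumour and HEC normal was 0.83 ± 0.05 (adjusted p 1.04e-70), short of the threshold of 1. Chst4 had 0 in all BEC libraries and was at least 4457-fold higher in HEC normal and at least 20081-fold higher in HEC tumour. HEC normal replicate 2 held 4.07 normalised counts of Chst4, against 19906 and 20205 in replicates 1 and 3. With all libraries the change of Chst4 from HEC normal to HEC tumour was not past the threshold (2.17, adjusted p 0.512). Without HEC normal replicate 2 it was 1.58 (adjusted p 1.64e-143, the smallest over 10 alternatives, of which the largest was 0.663). Fut7 averaged 28263 ± 1250 in HEC normal and 48752 ± 29879 in HEC tumour, where replicate 3 held 14255 against 66477 and 65523. Its change was not past the threshold with all libraries (0.79, adjusted p 0.594) or without HEC tumour replicate 3 (1.22, adjusted p 0.411), and its adjusted p ran from 0.292 to 0.817 over 10 alternatives.

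The endothelial genes Pecam1 and Cdh5 differed by less than 1 on the log2 scale in all 4 comparisons, with changes between −0.50 and 0.24. The log2 fold change of Nrp2 with tumour was −0.69 ± 0.07 in HECs (adjusted p 1.16e-19) and 0.55 ± 0.07 in BECs (adjusted p 1.76e-13). Plxna1 was lower in HECs than in BECs by 0.49 ± 0.08 without tumours and by 0.94 ± 0.08 with them. Ptprc, a leukocyte gene, had 16.1 ± 8.26 normalised counts in BEC normal, 662 ± 234 in BEC tumour, 19 ± 9.31 in HEC normal and 1.54 ± 2.67 in HEC tumour. Ptprc did not differ detectably between HEC normal and BEC normal (adjusted p 0.746).

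**Figure D3:**
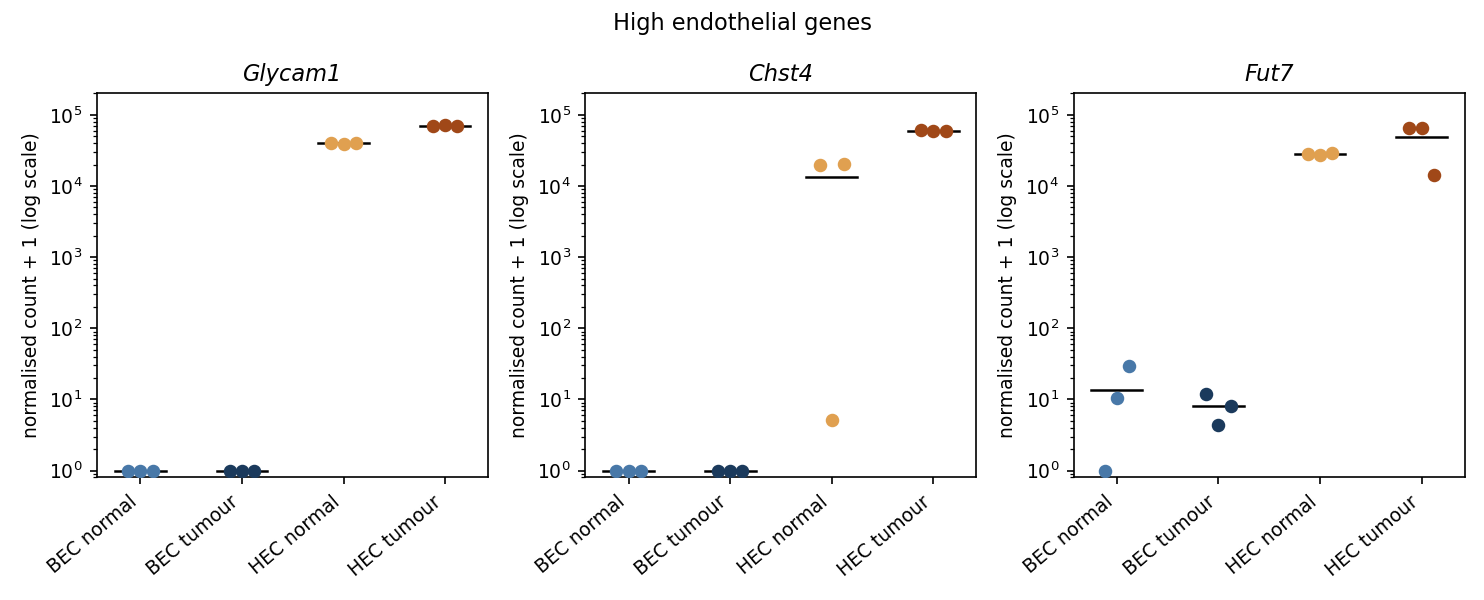
Normalised counts plus 1, on a log scale, of high endothelial genes in the 4 endothelial groups, with 1 point per library and a line at each group's mean. A single library departs from its group for Chst4 in HEC normal (4.07 against 19906 and 20205) and for Fut7 in HEC tumour (14255 against 66477 and 65523).

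The last comparison asked what 12-HETE, a product of ALOX12, does to transcripts of EO771 cells. Of 11602 genes tested, 276 were higher and 904 lower with 12-HETE than with vehicle, of which 273 and 898 did not overlap. By ratio, the test against a log2 fold change of 1 moved the higher count most, to 20, and a call by adjusted p alone moved the lower count most, to 2813. Without vehicle replicate 3 the number of higher genes was 509. The lower genes with the largest statistics were Usp18, Irf7 and Apol9a. Usp18 fell by 4.73 ± 0.11 on the log2 scale, from 12559 ± 1009 to 472 ± 27.1 normalised counts (SD, n = 3). Irf7 (chromosome 7, 141262706 to 141266481) fell by 7.82 ± 0.18, from 16385 ± 2723 to 72.5 ± 11.6, and Apol9a by 5.45 ± 0.13. Exons of Usp18 and Irf7 overlap another gene. The higher genes with the largest statistics were the mitochondrial genes mt-Nd1 (2.89 ± 0.13, adjusted p 2.62e-115), mt-Nd2 (2.49 ± 0.14) and mt-Cytb (1.84 ± 0.11).

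The interferon-stimulated genes Ddx58, Eif2ak2, Ifih1, Irf1, Irf5, Irf7, Irf9, Isg15 and Isg20, which the study names for these libraries, were lower with 12-HETE. The study chose them on these samples, so they are not independent evidence. Their log2 fold changes ran from −8.23 for Isg15 to −1.15 for Eif2ak2, whose adjusted p of 3.47e-09 was the largest of these genes. Without vehicle replicate 3 the change of Eif2ak2 was −0.91 and no longer past a log2 fold change of 1. Among other genes fixed beforehand, Zbp1 fell by 9.67 ± 0.50 on the log2 scale and Adar by 1.13 ± 0.11. Socs1 (−0.61 ± 0.23, adjusted p 0.0215) and Sema3c (0.72 ± 0.11, adjusted p 3.1e-10) changed by less than 1, and Ptpn2 did not differ detectably (0.11 ± 0.11, adjusted p 0.41). The adjusted p of Socs1 ran from 0.0108 to 0.124 over 9 alternatives, so it did not stay under 0.05.

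**Figure D4:**
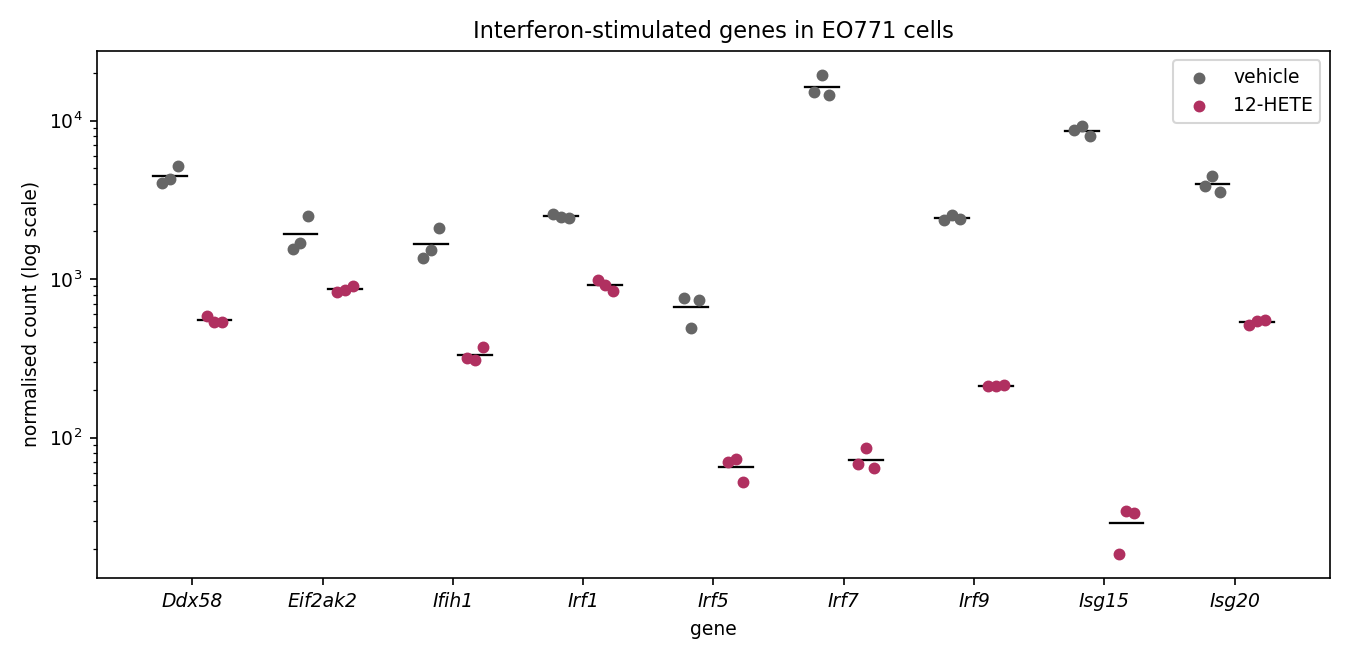
Normalised counts on a log scale of 9 interferon-stimulated genes in EO771 cells given vehicle or 12-HETE, with 1 point per library and a line at each group's mean. In each gene the 3 libraries with 12-HETE lie below the 3 with vehicle.

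As sets, the type I interferon list (98 genes tested) had a normalised enrichment score of −3.17 (adjusted p 1.43e-46) and the type II list (155 genes) one of −3.15 (adjusted p 5.31e-49). Of the type I list 69 genes were lower, and of the type II list 86 were lower and 1 higher, over all genes tested and also adjusted over the list alone. The cell cycle list (38 genes) had a score of 2.59 (adjusted p 4.89e-09) and the cholesterol biosynthesis list (24 genes) one of 2.28 (adjusted p 3.36e-06), with 3 and 7 genes higher. All 4 calls held in camera and in fry, in which the adjusted p-values were 3.93e-07 for both interferon lists, 0.000367 for the cell cycle list and 0.0215 for the cholesterol list. The interferon scores moved most when genes were ranked by log2 fold change, to −2.60 for type I and −2.57 for type II.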

Values the study reported

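The study reports 115 genes that were higher in HECs than in BECs and higher in HECs of tumour-bearing mice.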

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

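The tests of dilution by other cells and of Krt80 in tumour cells were chosen only after the results they bear on had been seen; the test of Krt80 was changed once, since its first form, a comparison of Krt80 levels alone, did not decide.

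The change with tumour differed between HECs and BECs for 2069 genes in the positive and 2240 in the negative direction, by the interaction term. Of 60 relabellings within cell types, drawn from 200 and including the real one, only the real one gave as many genes (1 of 60). The largest count in another was 3376 and the median 14, and 10 of the relabellings other than the real one left the labels of a cell type intact or mirrored. After all libraries were thinned to the smallest total, 56.4 M, 4327 genes passed, which argues against library size as the cause. Once a trend with GC content and gene length was removed, 96.0% of the genes with values for both, 4132 of 4303, were still past a log2 fold change of 1. Their adjusted p was not computed again. The trend was small, with an SD of 0.117 over genes on the log2 scale, so it is not the whole cause. If RNA of other cells had diluted the BEC tumour libraries enough to lower genes by over 1 on the log2 scale, endothelial genes would have fallen as a set. The pan-endothelial list had a median change of −0.45 in BECs. Of its 10 genes, 2 fell by over 1, Cldn5 (−9.54) and Kdr (−2.33), which were named after their values were seen. Cldn5 went from 17771 normalised counts in BEC normal to 23.8 in BEC tumour. It was also low in HECs, with 74.7 in HEC normal and 67.2 in HEC tumour. The myeloid list rose from 124 CPM in BEC normal to 2125 CPM in BEC tumour, with all 10 of its genes higher. The fibroblast and pericyte list fell from 892 to 113 CPM, with 7 of 8 tested genes lower and 1 higher. RNA of such cells may thus account for part of the interaction in both directions. How much was not tested and stays open. BEC normal came from the fat pad, BEC tumour from the tumour, and both HEC groups from lymph nodes, so a difference between tissues stays open too, as does a response of the cells to tumours, and neither was tested.

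Alox12 (interaction 2.72), Cyp26b1 (3.01) and Nrp2 (−1.24) changed in opposite directions in the cell types by the interaction test. Over 16 alternatives the interactions ran from 2.32 to 3.02 for Alox12, from 2.90 to 3.09 for Cyp26b1 and from −1.30 to −1.20 for Nrp2. After thinning, the 3 genes still moved in opposite directions, and the smallest interaction was 1.23 in size. Without the trend with GC content and length it was 1.16. Both argue against these as the cause. Alox12 and Cyp26b1 are low in BECs, where a fall rests on means of 73.9 and 32.3 normalised counts for Alox12, and BEC tumour replicate 1 alone held 10.2. Without it the fall of Alox12 was −0.78. A difference between the tissues that the BECs came from, and a response of each cell type to tumours, stay open and were not tested.

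Ptprc rose in BEC tumour and fell in HEC tumour, with a fitted interaction of −9.06. Its mean in HEC tumour, 1.54 normalised counts, is under the floor of 3, so the size of this interaction is not resolved. The value in HEC tumour rests on 4.62 normalised counts in replicate 1 and 0 in the other libraries. Without that replicate HEC tumour is at 0, and the fitted interaction of −11.98 has no resolved size either. If RNA of myeloid cells in the BEC tumour libraries were the cause, other myeloid genes would rise there as a set and not in HEC tumour. A second list of 10 myeloid genes, set before its values were looked at, had a median change of 5.44 in BECs, with 9 genes higher, and of −0.59 in HECs, where the highest was 0.83 in Lcp1. Its most abundant genes in BEC tumour were Ctss (5386 normalised counts), Laptm5 (5220) and Lcp1 (4562). Of the list, Lcp1, Plek and Coro1a also had over 100 normalised counts in BEC normal. The rise of Ptprc in BECs is consistent with some myeloid RNA in the BEC tumour libraries. Whether it came from cells caught with the sorted ones or from free RNA was not tested.

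Krt80 rose more in BECs than in HECs, with an interaction of −3.10. EO771 libraries held up to 134 CPM of Krt80 and BEC tumour libraries 109, so 78.1% of the BEC tumour RNA would have to come from EO771-like cells to give the rise. The share measured from 21 genes abundant in EO771 and near absent from the other endothelial groups was between 0.246% and 0.964% per library. This argues against tumour cell RNA as the source if tumour cells in mice resemble the cultured line. RNA of other cells of the tumour stays open, as does induction in the endothelium, and neither was tested.

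Gsta1 (interaction −1.67) and Gm3776 (−1.96) also rose more in BECs than in HECs. If reads were moved between these paralogs and Gsta2, the sum over the 3 genes would change alike in both cell types. The summed interaction was −1.52, with changes of 1.29 in HECs and 2.81 in BECs, which argues against exchange within the family as the cause. Gsta2 alone had −0.25. The split of reads between Gsta1 and Gm3776 was not resolved, and a difference between tissues or in the response to tumours stays open, untested.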

How the results depend on the processing

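The division by the step of the endothelial values and all alternatives for the interferon lists in HECs were tests chosen only after the data had been seen. The counts of called genes depended most on the threshold. With adjusted p alone the counts were 5815 higher and 5902 lower for HEC normal against BEC normal, 4801 and 5256 for HEC tumour against BEC tumour, 3128 and 3426 for HEC tumour against HEC normal, 4908 and 5034 for BEC tumour against BEC normal, 4246 and 4397 for the interaction, and 2637 and 2813 for 12-HETE, with 640 genes in the intersection. The DESeq2 test against a log2 fold change of 1 gave, in the same order, 1636 and 1717, 687 and 1001, 64 and 105, 1092 and 986, 814 and 962, and 20 and 391, with an intersection of 3 (Cyp26b1, Krt80 and Gm34776, the last named after its values were seen). Both follow from how the thresholds are built, since one drops the fold change and the other asks that it be past 1 beyond its error. With edgeR the intersection held 68 genes, all shared with the 106; the cause was not tested.

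Leaving out 1 library at a time gave 219 to 509 genes higher with 12-HETE. The 509 came without EO771 vehicle replicate 3 and held 258 of the 276, and the cause was not tested. All other counts stayed within 1.5 times under these fits, and the intersection ran from 74 to 123. Counts also stayed within 1.5 times under TMM factors, both filters and the step. The intersection was 132 with TMM factors (99 shared), 109 without a filter and 120 with the step (98 shared). TMM factors shifted the median gene by less than 0.1 on the log2 scale in each comparison, by −0.06 at most. The Alox12 change in HECs ran from 1.51 to 1.55 over the alternatives that refit it and stayed past a log2 fold change of 1 with an adjusted p under 0.05. In the test against a log2 fold change of 1, which asks for more, Alox12 was not in the intersection. The error in that test comes from a spread per gene fitted over all 12 libraries. These include BEC tumour, where Alox12 had 32.3 ± 19.2 normalised counts. In HECs it had 72331 ± 1411 with tumours and 24900 ± 613 without (SD, n = 3 each). The HEC libraries alone were not put through that test. The 4 list scores kept their direction and stayed past the threshold in each alternative run for them.

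The labels do not pair libraries by replicate number, and the correlation of libraries with the same number, after group means were removed, was between −0.01 and 0.15. With replicate number as a block the intersection held 95 genes (91 shared), 275 genes were higher and 808 lower with 12-HETE, and no result on a single gene changed its call.

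Of 106 other results, on single genes and on the interferon lists in HECs, 99 kept direction and call under every alternative run and 7 changed, some under several: 2 weaker, 6 stronger and 3 reversed. The reversals were Ptprc in HEC normal against BEC normal (0.23 with all libraries, −0.08 without BEC normal replicate 2 and −0.24 without HEC normal replicate 3, in a range of −0.24 to 0.68 over the fits without 1 library) and Fut7 in BEC tumour against BEC normal (−0.82, and 0.67 without BEC normal replicate 3, in a range of −1.42 to 0.67). None of these passed the threshold; the genes are near the floor in these groups, and the cause was not tested.

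The depth limits the genes near the floor. A value of 3 or less cannot be told from 0, and endothelial values rise in steps of about 3.73, so the folds of Glycam1 and Chst4 against BECs are bounds. The same limit holds for changes of Ptprc that involve HEC tumour, where its mean was 1.54 normalised counts.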

Other observations

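The tests of single-library lows, of the steps in the values, of Y-linked genes, of the mitochondrial range, of leukocyte RNA in HEC normal and of library size in EO771, the random sets for genes lower in BEC tumour or higher in HEC tumour, and all counts of other splits except those for the interferon lists in HECs, were chosen only after the results had been seen.

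Of the 10 splits of 6 libraries, only the real one gave as many called genes (1 of 10) in HEC normal against BEC normal, HEC tumour against BEC tumour, HEC tumour against HEC normal and BEC tumour against BEC normal, where the largest counts in another split were 22, 17, 55 and 77. The same held for the intersection (1 of 10, with at most 1 gene in another split) and for the genes called with 12-HETE (1 of 10). It also held for the scores of the type I, type II and cell cycle lists with 12-HETE (1 of 10 each). For the cholesterol biosynthesis list 6 of the 10 splits gave a score as large. With 10 splits no share can be under 0.1. In each other split, 2 libraries of 1 real group stay together against 2 of the other, so part of a real difference remains and the counts are no null distribution for a score.

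Summed over its list, platelet RNA was 26.3 CPM in BEC normal, 31.4 in BEC tumour, 17.9 in HEC normal and 14 in HEC tumour. The other lists, in the same order, gave 5.71, 21.3, 6.51 and 9.17 for keratinocytes, 6.24, 51.3, 31.6 and 34.1 for epithelium, and 4.93, 40.3, 7.55 and 5.43 for T cells. They gave 3.13, 19.6, 14.7 and 7.82 for B cells, 124, 2125, 495 and 366 for myeloid cells, and 892, 113, 26.9 and 12.0 for fibroblasts and pericytes. Lymphatic endothelium had 350, 212.6, 308 and 355, adipocytes 0.509, 1.63, 0.116 and 0.126, endothelium 3688, 2790, 2781 and 2924, and high endothelium 27.8, 11.3, 1201 and 2779. In HECs the myeloid sum was mainly Cd68, with 33269 normalised counts in HEC normal and 23315 in HEC tumour. Of the high endothelial list, Chst2 had 1431 normalised counts in BEC normal and 0 in the HEC libraries, and Ackr1 and Madcam1 averaged under 10 in both HEC groups. These genes, like others named in this part beyond the fixed lists, were chosen after their values were seen.

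Alox12 is also a gene of platelets and keratinocytes, and RNA of such cells could raise it. It rose by 751 CPM, from 365 to 1115. The platelet list summed to 1.25% of Alox12 in HEC tumour and fell by 3.91 CPM, and the keratinocyte list summed to 0.823% and rose by 2.66. EO771 cells held at most 0.226 CPM of Alox12. Each of these sources would have to bring its own abundant transcripts at or above the level of Alox12, so the values argue against all 3. In these libraries, a change in which HECs were sorted was not tested and stays open beside induction in the cells by tumours or by metastases in the nodes. Beyond them, the study reports that ALOX12 rose in HECs of metastatic nodes but not in nodes before metastasis. It bases this on staining, flow cytometry and qRT-PCR.

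Among endothelial libraries, 108 abundant genes were low in a single library of a group while the other libraries held high values, in 129 cases. Cases numbered 31 in BEC normal, 17 in BEC tumour, 38 in HEC normal and 43 in HEC tumour, between 3 and 15 per library, and 0 in EO771. Chst4 in HEC normal replicate 2 and Fut7 in HEC tumour replicate 3 were among them. In 20 simulations with the fitted dispersion trend the most cases were 2, which argues against sampling noise. In 10.9% of the cases, 14 of 129, an overlapping gene gained at least 50% of the missing counts, so reads given to such a gene are not the main cause. A step of counting or filtering that set genes aside in single libraries stays open, and no biological explanation was tested.

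In the endothelial libraries values of 4 were between 3.68 and 5.07 times as frequent as the mean of 3 and 5, against 0.783 to 0.994 times in EO771. This is consistent with a table that holds another unit than single fragments, such as values scaled by a factor of about 3.73 and rounded. Which step made it was not tested.

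The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to between 604 and 1181 deposited values in the BEC normal libraries and to at most 20 in the other 9, although the study used female mice. If reads of their X-linked copies were the source, the share of Y-linked to X-linked copies would be alike everywhere. The lowest share in BEC normal was 31.7 times the highest elsewhere, which argues against this. Xist was also lower in BEC normal, by an amount that would need 69.1% of the RNA to be male, while the share of Y-linked to X-linked copies was at most 1.51%. One share of male cells therefore cannot give both. A small share of male RNA, with Xist lower for another reason, stays open, and no biological explanation was tested.

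BEC tumour replicate 3 held more epithelial RNA than replicates 1 and 2, with 33.2 CPM of Krt8 against 0.526 and 2.67. Tumour cell RNA could be the source. Of 21 genes abundant in EO771 and near absent from the other endothelial groups, 11 were higher in replicate 3, and the median ratio was 1.02, which argues against RNA like that of the cultured line. Their summed share was higher in replicate 3, 0.964% against at most 0.310%, and rests mainly on Krt8. Cdh1 was higher in replicate 3 (6.0 CPM) than in EO771 (1.48). Epithelium of another kind, or tumour cells that differ from the cultured line, stay open, and no biological explanation was tested.

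Mitochondrial transcripts made up 0.754 ± 0.0536% of EO771 counts with vehicle and 2.31 ± 0.117% with 12-HETE (SD, n = 3). All 12 mitochondrial genes tested rose, 10 past both thresholds. A uniform change in the share of mitochondrial RNA would shift all alike. The log2 fold changes spanned 2.08, from 0.81 to 2.89, while the largest SE was 0.33, so a uniform change alone is not the cause. Differences in RNA selection between the groups, or in transcription or stability, stay open and were not tested.

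The interferon lists tested with 12-HETE in EO771 were also lower in HEC tumour than in HEC normal, with scores of −2.91 for type I (adjusted p 7.88e-28 over 12 tests, 41 genes lower and 1 higher) and −2.70 for type II (adjusted p 5.61e-24, 43 lower and 8 higher). Alternatives gave −2.96 to −2.80 and −2.78 to −2.60. In HECs the other lists did not follow their direction with 12-HETE. The cell cycle list, higher with 12-HETE, was lower in HEC tumour (−1.75, adjusted p 0.00203). The cholesterol biosynthesis list did not change detectably there (1.23, adjusted p 0.181). Both interferon lists were lower in BEC tumour than in BEC normal too, with scores of −2.05 (adjusted p 1.37e-06, 36 lower and 6 higher) and −1.71 (adjusted p 8.94e-05, 41 lower and 27 higher). The cell cycle list (2.08, adjusted p 6.67e-05) and the cholesterol biosynthesis list (2.11, adjusted p 8.53e-05) were higher in BEC tumour. In BECs each list thus moved in its direction with 12-HETE, although Alox12 averaged only 32.3 normalised counts in BEC tumour. A direction shared with 12-HETE therefore does not by itself point to Alox12 in the same cells. For the interferon lists the interaction had scores of −1.72 (adjusted p 0.000669) and −1.65 (adjusted p 0.000277), in the direction of a larger fall in HECs. Of the 10 splits of the HEC libraries, 2 gave a score as large for type I and 2 for type II, the real one included in each, with the same limit on what other splits show. Library size may be weighed by thinning, after which the weaker score was −2.73. Leukocyte lists and Ptprc fell by 138 CPM, 1.83% of the 7543 by which the type I list fell, which argues against leukocyte RNA in HEC normal as the source. A difference in interferon exposure between the mice, or in when or where they were kept, stays open beside an effect of tumours or of metastases in the nodes, and none was tested. In EO771, thinning to the smallest library, the test planned first, changed the depths too little to test anything. The mean total with 12-HETE was 1.43% above that with vehicle, less than the SD within either group, so a difference in library size is not the cause of the lower interferon lists there.

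A hypothesis was that one set of genes fell both with 12-HETE in EO771 and with tumours in HECs. Of 351 genes lower in HEC tumour and tested in both tables, 133 were lower with 12-HETE. Random sets of genes matched on level shared a median of 33 and at most 54 (permutation p 1e-04 over 10000 sets, the smallest they can give). Of the 133, 41 are on an interferon list, and without those lists 92 were shared, against at most 48. The lists do not hold every gene that interferons induce, and the 92 include Gbp5, Ifi204 and Tgtp1, so they do not show an overlap beyond the interferon response. The share lower with 12-HETE was 37.9% for genes lower in HEC tumour, 20.1% (196 of 974) for genes lower in BEC tumour and 14.7% (48 of 326) for genes higher in HEC tumour. Random sets matched to the genes lower in BEC tumour held at most 127 genes lower with 12-HETE (permutation p 1e-04, the smallest they can give), so an overlap beyond chance was present there as well. Those matched to the genes higher in HEC tumour held a median of 40 (permutation p 0.097), so no overlap beyond chance was shown. Whether the shares in HECs and BECs differ was not tested. The overlap is consistent with a common set of lowered genes, and does not show that 12-HETE acts in lymph nodes.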
